A study of Mus musculus with 2 samples. Its data were reported in "Partial Compensation of IL‐17 Production by Vγ1 T Cells in the Absence of Vγ4 and Vγ6 T Cells" (2025).

How the data were processed

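Single γδ T cells were sorted from the lungs of uninfected mice aged 5 to 7 weeks and profiled as 2 droplet libraries, 1 per group. The WT library held γδ T cells without the Vγ1 receptor chain from C57BL/6NCrl mice. The KO library held cells with the Vγ1 chain from mice lacking the Vγ4 and Vγ6 chains. Mouse γ chains are named here by variable gene as the files name them (Tcrg-V1, Tcrg-V4, Tcrg-V6). The study's methods name a V(D)J kit that reads the 5′ end of transcripts, whereas the labels name a 3′ protocol. With a 3′ protocol few reads would reach the variable segments, and variable gene transcripts were read in both libraries.

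The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger on the mm10 (GRCm38) genome. The file headers give Cell Ranger version 7.0.0, whereas the study's methods name an older release. Whether reads in introns were counted, whether strand was used and which annotation release was used are not given in the sources used here. The deposited matrices are restricted to called cells, are not normalised and do not carry the study's cell filter. Of 32285 gene identifiers, 32235 matched the GENCODE annotation of GRCm38 from which the coordinates were taken. Reads shared between near-identical genes cannot be assigned from these files.

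Cells were kept by the filter of the study's methods, over 200 and under 4000 detected genes and under 10% mitochondrial UMIs. Python 3.11.15 was used with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9. Libraries were merged without integration, scaled to 10000 UMIs per cell, log-transformed, reduced to 2000 variable genes and 30 principal components, and clustered by the Leiden method on 15 neighbours at resolution 0.5 with seed 0. T cell receptor (TCR) genes, sex-linked genes and all panel genes were left out of the clustering, so that no panel gene defined a cluster. Genes named by size were not left out of it.

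Lists of stress genes (Fos, Jun, Hspa1a and others) and of lung and blood transcripts (Scgb1a1, Sftpc, Lyz2 and others) served the checks of handling and free RNA. Marker lists were fixed before the data were examined, but the rule that turns them into names was set after the clusters had been seen. A marker counted if its CPM in the cluster, plus 1, was at least 1.5 times that of all other cells, plus 1, and it had a UMI in at least 10% of the cells. A cluster took the name of the class with most markers if it had at least 3 and at least 2 times the number of the next class. It stayed unnamed if another class had more of the cluster's top 10 genes, or if its cells were shallow with none of the class's markers among those genes. The names describe transcripts and were not checked against surface protein.

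UMIs were summed over the cells of a class in each library and expressed as CPM of that sum. The log2 ratio of CPM, KO-labelled over WT, was given with its exact conditional 95% interval, UMI sums with exact Poisson intervals, and shares with exact Clopper-Pearson intervals. Beside a share of 0 the limit given is 3 counts of its total instead. A library at 0 UMIs was set to a floor of 3 UMIs. Intervals of panel medians came from 2000 Poisson redraws of the sums. All intervals cover counting error only. With 1 library per group there is no replicate, so no test was run and no p-value or count of changed genes is given. For each panel the median log2 ratio was placed among 10000 random gene lists matched on mean expression in 20 bins, over genes with at least 30 UMIs, as a description of these libraries. The IL-17 panel and the TCR and homing panel were each fixed with 1 further gene that is not reported here. Their medians cover the other 5 and 9 genes, a choice made after the values had been seen and not because of them, and leaving the genes out moved both medians away from 0. Shares of cells with a UMI were compared after each cell was thinned to 2000 UMIs, which left out 380 WT and 828 KO-labelled cells.

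Genes named by a rule fixed beforehand were the panel genes reported, the TCR variable genes of the comparisons and, in γδ17-like cells, the 5 highest and 5 lowest log2 ratios among 5309 genes with a UMI in at least 10% of the class in at least 1 library and at least 30 UMIs in all, leaving out TCR, sex-linked and panel genes. Stress, lung, blood, sex-linked and constant TCR genes, and genes that served to weigh explanations, were named outside this rule. Correlations across genes used log2 CPM with 1 added to each UMI sum and genes with at least 30 UMIs over the compared sums. A correlation was called moved when it changed by more than 0.01.

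The steps were tested on simulated UMI sums over 10168 genes with 200 changed. The direction was right for 100% of the 192 changed genes that passed the minimum, and 96.0% of all intervals held the true ratio. The sums were Poisson draws, which the intervals assume. This therefore checks the calculation and not the spread between real cells or animals. Of 1500 simulated cells of the γδ17-like, γδ1-like and cytotoxic-like kinds, 98.8% were named correctly. These simulated classes were better separated than the cells in the files, since all the markers of a class were raised together.

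Alternatives fixed before the data were examined changed the cell filter, doublet removal, the genes, resolution, components and seed of the clustering, clustering of each library alone, the totals behind CPM, the thinning, the choice of γδ17-like cells by TCR transcripts, the way delta chains were counted and the gene minimum of the correlations. Doublets were not removed in the main results. Scrublet marked 191 WT cells (7.62%) and 0 of 6634 KO-labelled cells, so its automatic call had not worked in the KO-labelled library. Removal of the 5% of cells with the highest Scrublet score in each library was therefore added after the data had been seen. Cluster 6 alone, the γδ17-like clusters with cluster 5, cells with Xist and no Y-linked UMIs, a looser naming rule and correlation of sums thinned to equal totals were also added then.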

Results

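Transcripts were counted in single lung γδ T cells from 2 libraries, 1 per group, to compare Vγ1 cells of mice lacking Vγ4 and Vγ6 cells with the non-Vγ1 cells of WT mice. The WT library held 2520 barcodes and 9173997 UMIs, and the KO library 6688 barcodes and 26436826 UMIs. The study's cell filter left 2505 WT and 6634 KO cells. The median depth was 3288 UMIs and 1501 genes per WT cell, and 3521 UMIs and 1582 genes per KO cell. The cell numbers left by the stated filter were above those the study gives for both libraries, and the files' headers name another Cell Ranger version than the study's methods. There were no replicates, so every difference is between these libraries and has no replicate check. Sort, genotype, strain label and library differed together and cannot be separated by design.

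The TCR genes that were targeted or sorted on were examined first, because they check the labels. All lie in the Tcrg locus on chromosome 13 of GRCm38, and the annotation lists each as a TCR variable gene. Tcrg-V6 (ENSMUSG00000076746, 19190356 to 19190929) had 2906 UMIs in the WT library and 0 UMIs in the 6634 KO cells. At equal depth 28.5% of WT cells had a Tcrg-V6 UMI (95% interval 26.6 to 30.4), and 0 of 5806 KO cells did, which allows a share of up to 0.0517%. Tcrg-V1 (ENSMUSG00000076755, 19339989 to 19340454) had 251 UMIs or 28.0 CPM in WT and 5449 UMIs or 210.3 CPM in KO, a log2 ratio of 2.91. Tcrg-V4 (ENSMUSG00000076745, 19184974 to 19185506) had 715 UMIs or 79.7 CPM in WT and 1291 UMIs or 49.8 CPM in the KO library, a log2 ratio of -0.68. Of the other Tcrg variable genes, Tcrg-V5 was at -2.49, Tcrg-V7 at -1.56 and Tcrg-V3 at 1.65. After thinning, 13.7% of WT cells (12.3 to 15.3) and 8.87% of KO cells (8.15 to 9.63) had a Tcrg-V4 UMI; without thinning the shares were 21.4% and 14.9%. In myeloid-like and B-like cells, which should lack the gene, 12.8% of 94 WT cells and 9.84% of 61 KO cells had a Tcrg-V4 UMI without thinning. After thinning 7.25% of 69 such WT cells did and 0 of 46 such KO cells did, which allows up to 6.52%. Tcrg-V4 therefore went against the label of the KO library while Tcrg-V6 and Tcrg-V1 went with it. The limits of the deletion are not given in the sources used here, so Tcrg-V4 reads from outside it cannot be excluded. The library is called KO-labelled from here on, and every direction below rests on that label.

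**Figure D1:**
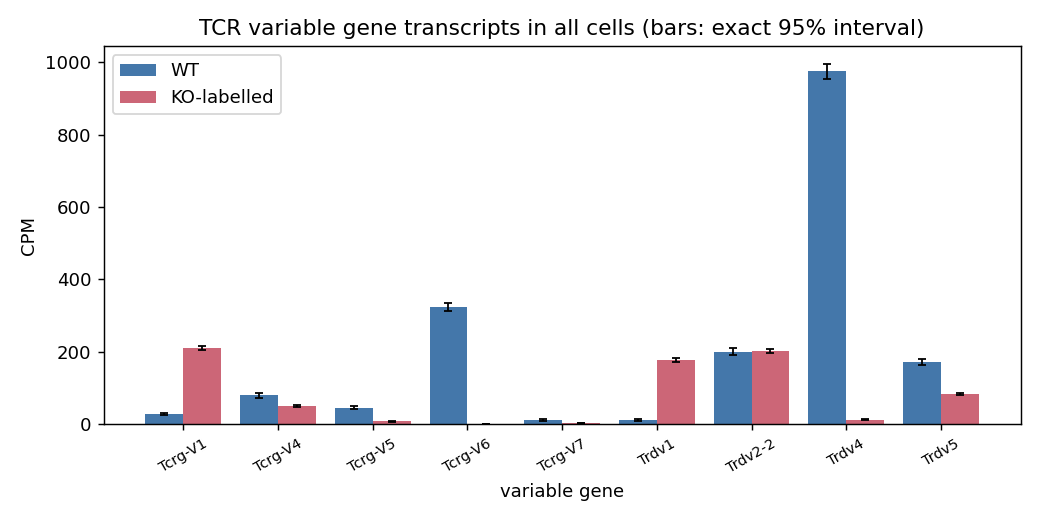
CPM of TCR variable genes over all cells of the WT and the KO-labelled library, with exact 95% Poisson intervals. Tcrg-V6 was at 323.9 CPM in WT and absent from the KO-labelled counts, while Tcrg-V4 was read in both.

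Clustering without TCR, sex-linked and panel genes gave 12 clusters. Clusters 6, 7 and 8 were γδ17-like, clusters 1 and 4 γδ1-like and cluster 2 cytotoxic-like. Cluster 10 was myeloid-like and cluster 11 B-like, and no cluster was named cycling-like, epithelial-like or endothelial-like. Immediate-early and heat-shock genes led cluster 8. γδ17-like cells made up 53.0% of WT cells (51.0 to 55.0) and 20.8% of KO-labelled cells (19.8 to 21.8). This order held under all 11 alternatives, with a KO-labelled over WT ratio between 0.364 and 0.505. The sort sets these shares in part, since the cells were selected by their Vγ chain. Different clusters held the class in each library. Cluster 7 held 562 WT and 29 KO-labelled cells, and cluster 6 held 588 WT and 1153 KO-labelled cells.

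The shares of the other classes depended on the clustering. γδ1-like cells made up 12.9% of WT and 34.8% of KO-labelled cells, but with another random seed these values were 19.6% and 55.4%. Their share was higher in the KO-labelled library under all 11 alternatives, with ratios from 2.25 to 2.89. Cytotoxic-like cells made up 4.51% of WT and 2.38% of KO-labelled cells, and 2 of the 11 alternatives gave the opposite order, so no order is stated for them. The naming rule, set after the clusters were seen, left clusters 0, 3, 5 and 9 unnamed. Cluster 0 held 14.9% of WT and 28.4% of KO-labelled cells and had 4 cytotoxic-like and 3 γδ1-like markers. Cluster 3 held 1.72% and 2.65%, cluster 5 0.279% and 4.66%, and cluster 9 8.98% and 5.37%, respectively. Hspb1 and Hspa1a, which are heat-shock genes, led cluster 3. Cluster 9 held shallow cells, with a median of 1223 UMIs and 818 genes. Their median mitochondrial share was 4.06%, against 1.52% in cluster 0.

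**Figure D2:**
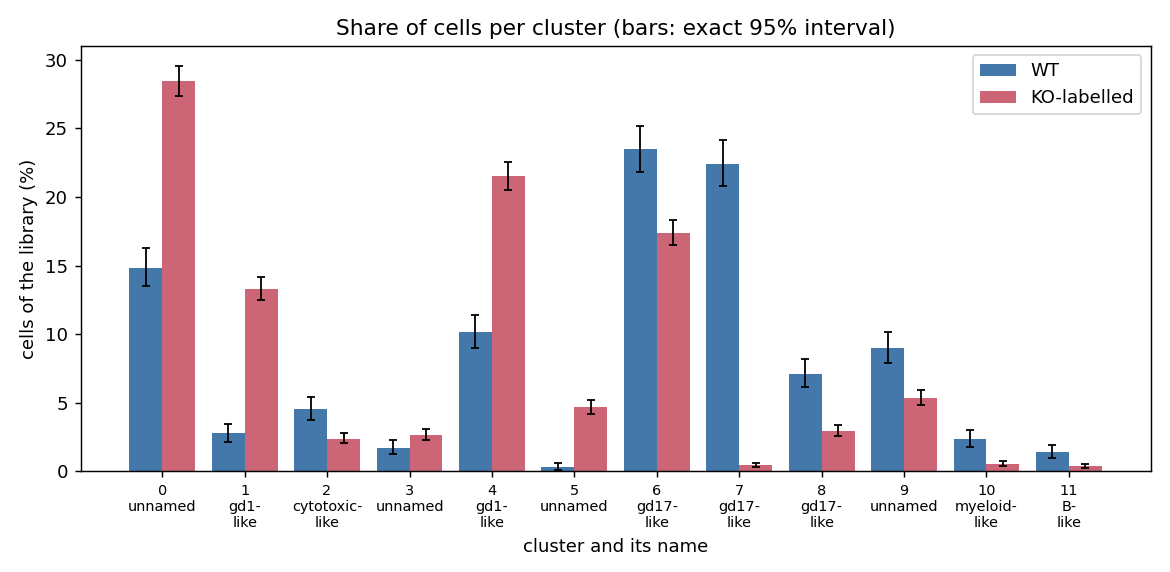
Share of each library's cells in the 12 clusters, with exact 95% binomial intervals. Cluster 7 held 22.4% of WT and 0.437% of KO-labelled cells.

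The IL-17 panel was compared in γδ17-like cells to ask how the effector genes differed between the libraries. All 5 genes reported were lower in the KO-labelled library, with log2 ratios from -3.13 to -0.53 and a median of -2.25 (-2.39 to -2.12), below every one of the 10000 matched random lists. The study had already reported Il17a, Il17f, Il23r and Il1r1 as lower in the same libraries, so this place among random lists is no independent test. The median is that of the middle gene, Il17a. Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) had 2053 UMIs or 420.4 CPM in WT and 551 UMIs or 88.2 CPM in the KO-labelled library, a log2 ratio of -2.25 (-2.39 to -2.12). After thinning to equal depth 29.3% of WT (26.8 to 31.9) and 7.39% of KO-labelled γδ17-like cells (6.04 to 8.93) had an Il17a UMI, against 0.336% and 0.0919% of γδ1-like cells. Without thinning 35.0% and 10.4% of γδ17-like cells did, against 1.24% and 0.130% of γδ1-like cells. Il17f UMIs were in 11.6% of WT and 2.03% of KO-labelled γδ17-like cells after thinning. Il17f had a log2 ratio of -3.13 and Blk one of -2.57. Il1r1 was at -1.03 and Il23r at -0.53. In cluster 6 alone Il17a was at -2.23, Il17f at -3.93 and Blk at -2.28, whereas Il1r1 was at -0.33 and Il23r at -0.15. The alternative that moved the median most was clustering of each library alone, with -2.62, and the median stayed below 0 in all 18 alternatives.

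The TCR signalling, costimulation and homing panel was higher in KO-labelled γδ17-like cells, with a median log2 ratio of 1.03 (0.90 to 1.21) over the 9 genes reported, above every matched random list. The study had already reported these 9 genes as higher in the same libraries, so their place among random lists is no independent test. Cd28 was at 2.91, Lck at 2.57, Prkch at 1.75, Cd27 at 1.33 and Tcf7 at 1.03. Klf2 was at 0.95, Ccr7 at 0.59, Prkca at 0.35 and Lef1 at 0.34. The size depended on which cells were compared. The median was 0.50 in cluster 6 alone, where Ccr7 (-0.19) and Prkca (-0.08) were no longer higher and Lef1, at 0.098 (-0.12 to 0.32), could not be told from 0, and 1.85 with each library clustered alone.

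The γδ17 program panel differed little, with a median log2 ratio of -0.14 (-0.24 to -0.03) at percentile 15.9 of the random lists. Maf was at -0.30, Ccr2 at -0.14 and S100a4 at 0.36, and in cluster 6 alone the median was 0.53. The genes that mark the Vγ6 and Vγ4 subsets had a median of -0.88 (-0.96 to -0.81), at percentile 0.25. Cd163l1 was at -2.67 and Pdcd1 at -0.88, whereas 5830411N06Rik was at 0.72. In the study Cd163l1 and Pdcd1 mark Vγ6 cells and 5830411N06Rik marks Vγ4 cells. The median and percentile of this mixed panel therefore describe no common direction. In cluster 6 alone Pdcd1 was at 0.56 and 5830411N06Rik at -0.15, the opposite of their directions over all γδ17-like cells.

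The same panels were then read outside γδ17-like cells. In γδ1-like cells the TCR and homing panel had a median log2 ratio of 0.15 (0.08 to 0.22), and in cytotoxic-like cells of 0.24 (-0.03 to 0.57). It was 0.82 (0.66 to 1.01) in cluster 9, which had 4 γδ17-like and 3 γδ1-like markers, 0.49 (0.25 to 0.78) in cluster 3 and 0.25 (0.11 to 0.42) in cluster 0, at percentiles 99.98, 99.78 and 99.08 of the random lists. Klf2 was at 1.89 in γδ1-like cells, 1.46 in cytotoxic-like cells, 2.12 in cluster 0, 2.93 in cluster 3 and 2.28 in cluster 9, all above its value in γδ17-like cells. Lef1 was above its γδ17-like value in clusters 0, 3 and 9, at 0.54, 1.30 and 0.82, and Ccr7 in cytotoxic-like cells, at 0.78, and cluster 9, at 0.73. Of the 5 IL-17 panel genes only Il23r reached 30 UMIs over both libraries in γδ1-like cells, with a log2 ratio of -1.82 (-2.93 to -0.63), and 0 genes did in cytotoxic-like cells. In cluster 9 Il23r was at -1.77 (-2.01 to -1.53), Il1r1 at -1.46 (-1.92 to -1.01) and Blk at -3.49 (-4.56 to -2.57). WT Il23r in cluster 9 was at 1289 CPM, above the 371.9 CPM of WT γδ17-like cells. The WT cells of cluster 9 had a median of 1206 UMIs, against 3255 in WT cluster 6. These CPM therefore come from cells of unlike depth. In cluster 3 Il17a had 38 UMIs in WT and 0 in the KO-labelled library, a log2 ratio of at most -5.58 with the floor. The WT UMIs came from 6.98% of the 43 WT cells of the cluster, so a few cells carried this value.

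**Figure D3:**
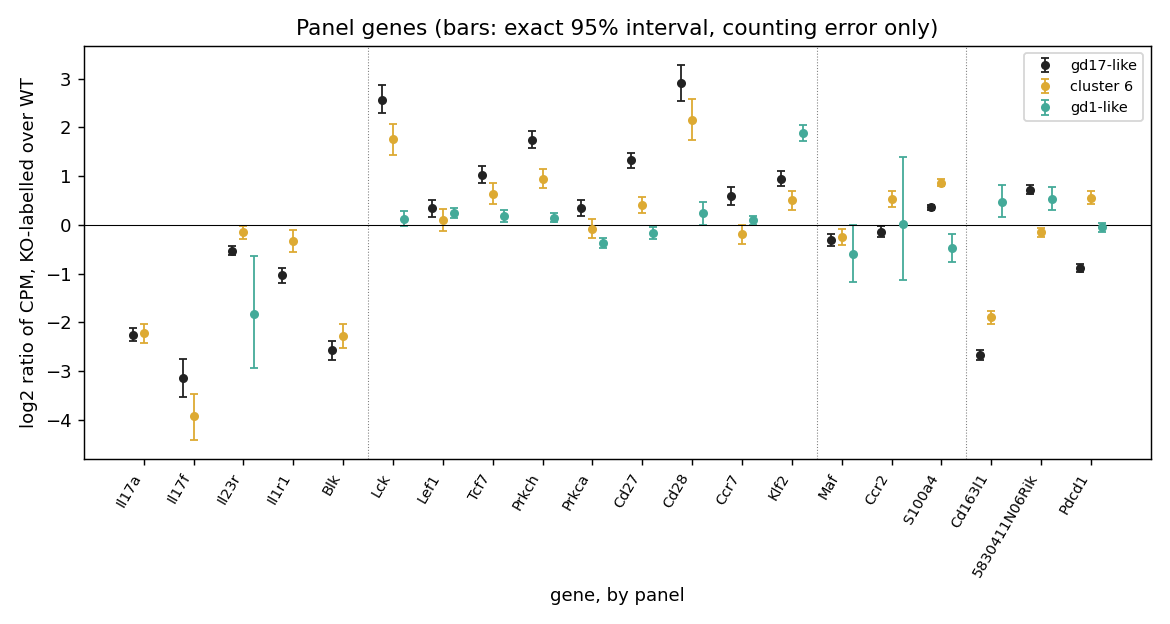
Log2 ratio of CPM, KO-labelled over WT, for each panel gene with at least 30 UMIs in γδ17-like cells, cluster 6 and γδ1-like cells, with exact 95% intervals. Il17a, Il17f and Blk were lower and Lck and Cd28 higher in both γδ17-like sets, while Klf2 was highest in γδ1-like cells.

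Delta chain usage differed between the libraries. Delta variable UMIs were counted over Trdv1, Trdv2-2, Trdv4, Trdv5 and the Trav15-dv6 genes alone. A single delta gene was judged among the same entries, and other delta genes were not counted. In γδ17-like cells Trdv4 gave 85.4% of delta variable UMIs in WT and 6.47% in the KO-labelled library. Trdv2-2 gave 6.71% and 38.8%, and the Trav15-dv6 genes, 4 similar genes counted together, 79 of 10031 and 832 of 3152 UMIs. Trdv1 gave 0.0299% and 14.5%, and Trdv5 7.05% and 13.9%. Shares also rise when another gene falls, and Trdv4 had 8569 UMIs in WT and 204 in the KO-labelled library. Trdv2-2 itself had 137.8 and 195.6 CPM, a log2 ratio of 0.50 that reversed to -0.27 in cluster 6 alone, and was the only delta gene in 125 of 1041 WT and 190 of 634 KO-labelled γδ17-like cells with a single delta gene. The order of the Trdv5 shares depended on how they were counted. Among γδ17-like cells with a single delta gene, Trdv5 was that gene in 21.6% of 1041 WT and 12.6% of 634 KO-labelled cells. No order is therefore stated for its share. Trdv5 itself had 144.8 and 70.1 CPM, a log2 ratio of -1.05 (-1.22 to -0.87) that stayed below 0 in all 18 alternatives. In γδ1-like cells Trdv1 gave 4.25% in WT and 28.8% in the KO-labelled library.

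KO-labelled γδ17-like cells were also set against WT γδ17-like cells by Vγ transcript, because the WT library holds both subsets. Cells with only Tcrg-V4 or only Tcrg-V6 UMIs lacked UMIs of the other gene and of Tcrg-V1. UMIs of Tcrg-V3, Tcrg-V5 and Tcrg-V7 were not checked in choosing them. Against the 220 WT cells with only Tcrg-V4 UMIs the IL-17 panel median was -2.22 and the TCR and homing median 0.57. Within the IL-17 panel, Il17f was at -4.55 and Blk at -2.23 there, but Il23r was at -0.10 (-0.31 to 0.11) and Il1r1 at -0.077 (-0.43 to 0.29). Of the 9 TCR and homing genes, Lck (3.14), Cd28 (4.73), Lef1 (0.57) and Ccr7 (0.75) lay further from 0 than in all γδ17-like cells. The other 5 lay nearer to 0. The intervals of Lck (2.33 to 4.10), Lef1 (0.18 to 0.98), Ccr7 (0.34 to 1.19) and Prkca (-0.043 to 0.65) held their γδ17-like values. For these genes the order is within counting error, and Cd28 rested on 3 WT UMIs. Against the 590 WT cells with only Tcrg-V6 UMIs the IL-17 panel median was -1.56 and the TCR and homing median 1.82. Tcrg-V4 UMIs were found in 22.5% of WT and 22.9% of KO-labelled γδ17-like cells before thinning, and in 14.3% (12.4 to 16.3) and 12.7% (10.99 to 14.6) after it. The CPM ratio was -0.25 (-0.45 to -0.045), so these UMIs separated the libraries little. Of the 220 WT cells, 8.18% also had Trdv4 UMIs. Across genes, which are not independent replicates, Pearson's r with the KO-labelled cells was 0.945 for the Tcrg-V4 group and 0.946 for the Tcrg-V6 group. Spearman's rho was 0.942 and 0.950. With sums thinned to equal totals r was 0.932 and 0.922, and with at least 100 UMIs per gene it was 0.946 and 0.945. At equal totals r with at least 100 UMIs per gene was 0.941 and 0.938. There rho was 0.890 and 0.883, and 0.878 and 0.877 with at least 100 UMIs. All these values at equal totals were higher for the Tcrg-V4 group. The full sums, of 747856 UMIs for the Tcrg-V4 group and 2331047 for the Tcrg-V6 group, gave no steady order. The order thus changed with the totals and settings, so neither group is stated to be closer.

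The size rule named 10 further genes in γδ17-like cells. The highest log2 ratios belonged to Cd40lg (5.13), Gm47283 (4.09), Ccr8 (3.66), Ctla2a (3.23) and Ctla2b (3.12). The lowest belonged to Bcl2a1a (-6.24), Sema6a (-5.63), Tns4 (-4.50), Cpne8 (-4.28) and Actn2 (-4.24). Cd40lg had 15 UMIs in WT and 671 in the KO-labelled library, and Bcl2a1a had 237 and 4. Ctla2a, Ctla2b and Bcl2a1a belong to families of similar genes between which reads can be misassigned. Gm47283 is placed on the Y chromosome by the annotation, was not on the list of sex-linked genes left out, and also had log2 ratios of 2.52 in γδ1-like cells and 2.73 in cluster 0, so its value is uncertain. Actn2 is also a marker in the naming of the class. It lies on chromosome 13 within 10 Mb of the Tcrg locus, so a strain variant carried with the targeted locus is not excluded. Outside the class its log2 ratio was -0.76 in γδ1-like cells and -0.11 in cluster 0. Tns4, Sema6a and Bcl2a1a were also among the top 5 genes of cluster 7, which held few KO-labelled cells. Against their levels in WT γδ17-like cells, WT cells with only Tcrg-V4 UMIs also had few UMIs of Bcl2a1a (1), Sema6a (0) and Tns4 (4), but 54.8 CPM of Cpne8 and 290.2 CPM of Actn2. In cluster 6 alone Tns4 was at -2.91, Sema6a at -5.03 and Bcl2a1a at -4.37. All 10 kept their direction in cluster 6 alone and in every other alternative.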

Values the study reported

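In its results the study gave 5253 as the number of profiled KO cells and 2191 as that of WT cells. Cell Ranger 3.1 is the version in its methods.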

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

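The test of Y-linked transcripts in the WT library and the tests of free RNA were chosen after the result was seen. The shares below are outside the comparisons of classes and panels, apart from 1 alternative that chose cells by Xist and Y-linked UMIs and the Tcrg-V4 UMIs of non-T cells. They are given here because each share lay above the limit that a count of 0 allows, 3 cells of the library, which shows only that a signal is present.

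Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d and Uty) were read in 24.5% of WT cells and in 0.467% of KO-labelled cells. Of the WT cells with Y-linked UMIs, 8.63% also had Xist UMIs, against 45.4% of the other WT cells, which is consistent with cells of male and female animals in 1 library. Free RNA as the whole source would give both groups of cells a like share, so it is argued against. Of the 31 KO-labelled cells with Y-linked UMIs 16.1% had Xist UMIs (5.45 to 33.7), against 48.8% of the other KO-labelled cells, which argues against free RNA as the whole source there too. Cells of male animals may be the source, but with 31 cells a mixture of both is not excluded. The sex of the animals is not given in the labels, and the Y-linked shares differ between the groups. The study's methods state that animals of both sexes were used, but do not give the sex for each library. Sex did not account for the panel differences as a whole. In γδ17-like cells with Xist and no Y-linked UMIs the IL-17 median was -2.28 and the TCR and homing median 1.27.

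Myeloid-like and B-like cells made up 3.75% of WT and 0.920% of KO-labelled cells. Among such cells at equal depth 43.5% had a Cd3e, Cd3g, Cd3d or Trdc UMI, against 98.7% of other cells. Doublets with a T cell as the whole source are argued against. They would bring T cell UMIs to most such cells, and 43.5% (34.3 to 53.0) lay far below 98.7% (98.4 to 98.9). Because the share lies between the extremes, a part from doublets, free T cell RNA and cells that passed the sort cannot be told apart. No biological explanation was tested.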

How the results depend on the processing

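No paired analysis was possible because each group has 1 library. Cluster 6 alone, the γδ17-like clusters with cluster 5, cells with Xist and no Y-linked UMIs, the looser naming rule, removal by a fixed doublet rate and correlations of sums at equal totals were chosen after the data had been seen.

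The IL-17 median stayed below 0 and the TCR and homing median above 0 under all 18 alternatives, from -2.62 to -2.05 and from 0.50 to 1.85. The 10 genes named by size kept their direction in all of them. The γδ17-like share was lower and the γδ1-like share higher in the KO-labelled library under all 11 alternatives that changed cells, clustering or naming. Totals without TCR, mitochondrial and ribosomal genes shifted all ratios by 0.02, and centring the median ratio by 0.03.

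In the pairs that follow WT comes first and the KO-labelled library second. γδ1-like shares were 21.7% and 56.7% without a cell filter, 21.3% and 59.6% with a stricter filter, 23.7% and 58.8% after Scrublet removal and 24.1% and 59.6% after removal at a fixed rate. They were 20.6% and 57.9% when all genes were clustered, 32.6% and 73.2% at resolution 0.25, 14.8% and 42.7% at resolution 1, 19.2% and 53.3% with 15 components, 19.6% and 55.4% with seed 1 and 20.9% and 54.7% with each library alone. In the same order the cytotoxic-like shares were 10.4% and 8.60%, 13.1% and 11.2%, 12.1% and 10.1%, 11.6% and 10.96%, 13.5% and 11.1%, 1.88% and 0.136%, 13.5% and 14.7%, 13.9% and 12.9%, 14.3% and 13.2% and 15.7% and 13.2%, and under the looser naming 21.1% and 33.5%. The reported γδ1-like shares were the lowest of all. Cluster 0, which the naming rule left out, was named γδ1-like or cytotoxic-like for most of its cells under seed 1 (1381 and 853 of 2258 cells). γδ17-like shares were 58.4% and 21.9% with all genes, 58.5% and 22.04% at resolution 1, 58.7% and 22.5% with 15 components, 50.9% and 25.7% with each library alone and 62.0% and 26.2% under the looser naming. The KO-labelled γδ17-like share was 24.7% after Scrublet removal and 18.6% at the fixed rate.

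Scrublet removal, which took cells from the WT library alone, gave medians of -2.60 for the IL-17 panel, 1.73 for the TCR and homing panel and -0.39 for the γδ17 program, and Trbc2 rose to 0.14. With each library clustered alone these were -2.62, 1.85, -0.39 and 0.13. In both settings most of cluster 5 was named γδ17-like (249 of 315 and 224 of 316 cells). Cluster 5 added to the γδ17-like clusters gave -2.52, 1.48, -0.31 and 0.15, so it accounts for part of the change, and the cause of the rest was not tested. Removal at the fixed rate gave an IL-17 median of -2.11, and summing thinned cells gave -2.41. In cells whose Vγ transcripts fit the sort the IL-17 median was -2.05, the TCR and homing median 1.32 and the subset gene median -1.16. In cells with Xist and no Y-linked UMIs the medians were 1.27 for TCR and homing and -1.02 for the subset genes, and Trbc2 was at 0.0034. The cause was not tested.

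Cluster 6 alone gave medians of -2.23 for IL-17, within its interval, 0.50 for TCR and homing, 0.53 for the γδ17 program and -0.15 for the subset genes. Prkca (-0.082), Ccr7 (-0.19), Ccr2 (0.53), 5830411N06Rik (-0.15), Pdcd1 (0.56) and Trdv2-2 (-0.27) changed sign there, and 27 of 47 gene ratios moved without changing sign. Prkca (-0.28 to 0.12) and Ccr7 (-0.39 to 0.0068) could not be told from 0 there. The cause was not tested.

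Shares of cells with a UMI moved with depth, as thinning removes UMIs. Without thinning they were 7.82% and 43.4% for Tcrg-V1, 21.4% and 14.9% for Tcrg-V4, 35.0% and 10.4% for Il17a and 16.0% and 3.34% for Il17f. At 1000 UMIs they were 2.69% and 16.9%, 7.15% and 4.41%, 20.1% and 5.33% and 6.57% and 0.877%, and 19.4% of WT cells had Tcrg-V6. Delta chain shares counted by cells with a single delta gene moved in 22 of 30 values. The order of the libraries reversed for Trdv5 in γδ17-like cells, with 21.6% and 12.6%, and in cytotoxic-like cells, with 13.2% and 11.7%. Correlations of sums at equal totals were 0.932 with the Tcrg-V4 group and 0.922 with the Tcrg-V6 group, the opposite order of the main values. WT cluster 5, with 7 cells, was too shallow to compare.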

Other observations

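Apart from the test of handling stress, the tests in this part were chosen after the result was seen, although the comparisons with Tcrg-V4-only WT cells and in γδ1-like cells that they use had been planned.

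The lower IL-17 panel and the higher TCR and homing panel were weighed against 3 further explanations. Handling stress as the whole cause is argued against, since among γδ17-like cells with few stress gene UMIs the medians were -2.38 and 1.16. Tcrg-V6 cells present in the WT library alone were tested against 2 sets of WT γδ17-like cells. The first had only Tcrg-V4 UMIs, and 8.18% of it also had Trdv4 UMIs. The other had Trdv2-2 or Trdv5 and no Trdv4, Tcrg-V6 or Tcrg-V1 UMIs. As the whole cause they are argued against for Il17a, Il17f and Blk, whose log2 ratio nearest 0 was -2.22 against the first set and -2.18 against the other. They may account for the lower Il23r, at -0.10 and -0.19, and Il1r1, at -0.077 and 0.041, and this was not settled. They are argued against as the whole cause for the higher Lck, Lef1, Tcf7, Prkch, Cd28 and Klf2, whose ratio nearest 0 was 0.33 against the first set and 0.35 against the other. Of these 6 genes Tcf7, Prkch and Klf2 lay nearer to 0 than in all γδ17-like cells against both sets. Subset composition may therefore account for part of the difference in those 3. Lck, Cd28 and Lef1 lay further from 0, but Cd28 rested on 3 and 8 WT UMIs. The intervals of Lck (2.33 to 4.10 and 2.44 to 3.80) and Lef1 (0.18 to 0.98 and 0.15 to 0.78) held their γδ17-like values. For Lck and Lef1 a part is therefore not excluded either. Lef1 depended on the cells compared, since in cluster 6 alone it was at 0.098 (-0.12 to 0.32). Subset composition may also account for the higher Prkca, at 0.30 and 0.080, Cd27, at 0.34 and 0.17, and Ccr7, at 0.75 and 0.26, and this was not settled. A shift by an equal ratio in all cells is argued against for the TCR and homing panel, whose median in γδ1-like cells was 0.15. RNA added alike to all cells is not tested by this ratio. It would move γδ1-like ratios less, since WT Lef1, for example, was at 653.3 CPM there and 89.3 CPM in γδ17-like cells. The panel was also higher in cluster 9 (0.82), cluster 3 (0.49) and cluster 0 (0.25), so a shift not limited to γδ17-like cells may be part of the difference. Cluster 9 may itself hold γδ17-like cells, so its value says less on this. It had 4 γδ17-like and 3 γδ1-like markers, and 250 of its 581 cells were named γδ17-like at resolution 1. Its cells were also shallow, with a median of 4.06% mitochondrial UMIs, and heat-shock genes led cluster 3. The values of both clusters are therefore uncertain. Genotype, Vγ chain, strain and library stay open and untested, because they differ together.

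In γδ1-like cells Klf2 was the only gene of its panel with a log2 ratio above its γδ17-like value. The ratio was 1.89, which is consistent with a difference that is not limited to γδ17-like cells. Whether that difference is technical or biological was not tested.

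Tcrg-V4 UMIs in the KO-labelled library were not explained by WT cells or their free RNA. At the WT ratio of Tcrg-V6 to Tcrg-V4 they would have brought 5247 Tcrg-V6 UMIs, and 0 were counted. Free RNA alone is argued against too, since 11.7% of thinned T cells with Tcrg-V1 UMIs had Tcrg-V4 UMIs (10.2 to 13.3) against 7.80% of those without (7.00 to 8.67). Transcripts from sequence left in the targeted allele, or reads assigned from another gene, may be the source, and neither was tested.

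At a log2 ratio over 1 in the same direction, 74 of 9076 genes were shifted alike in γδ17-like cells, γδ1-like cells and cluster 0. The genes named in this paragraph were chosen after their values were seen. They include Rpl9 (-2.04 in γδ17-like cells) and Rpl9-ps6 (2.40), a pair of near-identical genes. Reads moving between copies may explain such pairs, but of 2 pairs with a shifted pseudogene only 1 moved in opposite ways, which is too few to decide. In the other pair Ftl1 (-2.12) and Ftl1-ps1 (-4.06) both fell. Within 10 Mb of the Tcrg locus 3 of 61 genes were shifted alike, 4.92% against a highest value of 4.65% in 129 other windows, a percentile of 100. A strain variant carried with the targeted locus could give this. It rests on 3 genes (Rala, Gpr137b and Hist1h2ao, the last from a family of similar genes), and the pattern was noticed on these data, so it cannot be told apart from chance.

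Bcl2a1a was nearly missing from the KO-labelled library, with 0.640 CPM in γδ17-like cells against 48.5 CPM in WT. The pattern is consistent with its restriction to Tcrg-V6 cells, which only the WT library held. WT γδ17-like cells with only Tcrg-V6 UMIs had 84.5 CPM. Those with only Tcrg-V4 UMIs had 1.34 CPM (0.034 to 7.45), and those with Trdv2-2 or Trdv5 and no Trdv4, Tcrg-V6 or Tcrg-V1 UMIs had 0.836 CPM (0.021 to 4.66). A strain difference and loss of reads to similar copies would each leave the drop in full against these 2 sets, and each is argued against as the whole cause. The log2 ratios were -1.06 (-4.40 to 4.56) and -0.39 (-3.72 to 5.24), above the interval of the class ratio (-8.13 to -4.87). Each set had 1 UMI of the gene, where 36.3 and 58.0 UMIs were expected at the level of all WT γδ17-like cells. Vγ1 cells of WT mice were not in the library, so a strain difference in those cells was not tested.

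Cluster 5 held 7 WT and 309 KO-labelled cells. Trav15-dv6 genes gave 58.0% of its delta variable UMIs in the KO-labelled library, against 26.3% in γδ1-like cells. A candidate explanation is a cell type with this delta chain that the Vγ1 sort includes and the WT sort excludes.

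Transcripts of other tissue and blood cells differed in both directions. Scgb1a1 had 362.0 CPM in WT and 15.7 CPM in the KO-labelled library, Sftpc 15.3 and 3.40 CPM, and Lyz2 391.0 and 63.8 CPM. Hbb-bs, at 0.446 and 2.28 CPM, was higher in the KO-labelled library. Hba-a1 had 0 and 4 UMIs, which with the floor of 3 UMIs is too few to give an order. Of the stress genes, Fos had 1012 and 407.0 CPM, and Hspa1a 344.6 and 329.7 CPM. Fosb, Junb, Egr1, Dusp1, Hspa1b and Nr4a1 were also lower in the KO-labelled library, with Egr1 at 102.1 and 34.8 CPM. Only Jun, at 256.4 and 312.7 CPM, and Ier2, at 581.6 and 643.6 CPM, were higher in the KO-labelled library.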
